A study of Danio rerio with 2 samples. Its data were reported in "Transcriptome analysis reveals a ribosome constituents disorder involved in the RPL5 downregulated zebrafish model of Diamond-Blackfan anemia" (2016).

How the data were processed

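Messenger RNA of zebrafish embryos collected at 48 hours post fertilization (hpf) was measured by RNA-seq in 2 libraries, 1 from embryos injected with a control morpholino (Control) and 1 from embryos injected with a morpholino against RPL5 (RPL5 MO). A morpholino is a short synthetic oligomer that binds a chosen RNA, and this one was placed at the start codon to block translation. RNA of many embryos was pooled into each library, so there was 1 library per group and no replicate check on any difference between these libraries.

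The authors aligned paired-end reads to the Zv9 zebrafish genome with TopHat and estimated expression with Cufflinks. The deposited values are gene-level FPKM, the number of fragments scaled by transcript length and by the total mapped in the library, each with a lower and an upper interval bound in FPKM and a status word. Both libraries listed the same 14417 gene symbols, and no symbol was listed more than once. Of these symbols, 10097 were current and 3740 were older names in a RefSeq gene table. Coordinates are those of the files, on Zv9, with starts counted from 1; coordinates of the RefSeq table, which is of another build, were not used here.

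The main measure was log2((RPL5 MO FPKM + 1)/(Control FPKM + 1)), over the 11331 genes with an FPKM of at least 1 in at least one library. Because of the pseudocount of 1, this log2 ratio understates the change of genes with low values. A gene was counted as changed when the ratio passed 2-fold. The study's own criterion also used a p-value from Cuffdiff; with 1 library per group no p-value was computed across genes, which are not replicates. FPKM values are not counts, so no count test was run.

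Each of 7 gene lists, written from gene family membership and known function before the data were examined, was described by its median log2 ratio. The percentile of that median was taken among 10000 random lists of the same size, in which each gene was replaced by 1 of the 100 other genes nearest in mean expression. A percentile outside 2.5 to 97.5 was the threshold. These percentiles describe the 2 libraries and are not tests of the conditions. The topics of the lists followed the study. From these same libraries it had reported changes in ribosome, ribosome biogenesis, aminoacyl-tRNA, DNA replication and spliceosome genes. For those lists a percentile past the threshold is therefore not independent of the study's finding. The genes named were also fixed beforehand: both RPL5 genes, the genes the study examined by RT-PCR, its network centres, its p53 pathway and haematopoietic genes, ribosomal protein genes past 2-fold, and the 5 largest rises and 5 largest falls among genes with an FPKM of at least 10 in at least one library and at least 1 in both, without clone names. Some genes that this rule picks are not reported here.

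The deposited FPKM interval also carried information on depth. For most genes its width relative to the FPKM followed a single curve in both libraries, which was read as a function of the number of fragments alone, and the curve was calibrated on genes with few fragments. This gave the number of fragments and the worth of 1 fragment, a measure of transcript length, for 11337 genes, which were 87.8% of the genes above 0 in both libraries; the others, abce1, tars and rpl22l1 among them, did not follow the curve closely enough and got no fragment number. These fragment numbers are inferred and were not given by the authors. Some genes, aaas in Control and ptgs2a in RPL5 MO among them, were all given 597 fragments, where the curve turned. For these the number may be the end of the curve and not a count. The floor of 3 fragments at a gene of median length was 0.158 FPKM in Control and 0.164 FPKM in RPL5 MO. Floors and the Clopper-Pearson interval cover counting error only. The fitted half-width of the deposited intervals was smallest, at 42.0% of the FPKM, near 597 fragments and larger above that number. Genes off the curve could have narrower intervals. The deposited intervals thus hold more than counting error, and what else they hold was not tested. None covers differences between embryos or between replicates.

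The calculations were tested on simulated data. The simulated interval curve was set to peak near the one in the files after a first simulation with a higher peak recovered fewer genes. Fragment numbers were then recovered for 77.3% of simulated genes, of which 99.1% were within 10% of the true number. All 200 genes raised 4-fold were called past 2-fold and 0 other genes were. Genes with low values were not among those raised and no noise was added, so this outcome was fixed. It checked the calculation only and says nothing on sensitivity. Of 20 moved lists 19 passed the percentile threshold, and so did 2 of 20 unmoved lists.

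Alternatives planned before the data were examined were a pseudocount of 0.1, 3 ways of rescaling the libraries, 3 filters on low values, a 4-fold criterion, a requirement that the intervals not overlap, other detection limits, random lists matched on genomic span as well, and wider gene lists. Alternatives added after seeing the data were no pseudocount, status OK only, and the steps that used recovered length. Matching on genomic span left out genes whose locus was shared with another gene. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.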

Results

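The data compared the transcriptome of RPL5 MO zebrafish embryos with that of Control embryos at 48 hpf, to find genes whose expression differed when RPL5, a protein of the large ribosomal subunit, was knocked down. RPL5 is mutated in some cases of Diamond-Blackfan anemia, an inherited failure of red cell production. Each group had 1 library, so no value below has a replicate error. The FPKM intervals quoted are those deposited with the values and hold no replicate error.

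Of 14417 genes listed, 12916 were above 0 FPKM in both libraries and 932 were listed at 0 in both. The values summed to 1229675 FPKM in Control and 1567926 FPKM in RPL5 MO. The 75th percentile of genes above 0 in both went the other way, at 24.2 FPKM in Control and 17.7 FPKM in RPL5 MO. The 100 highest genes held 55.2% of the Control sum and 64.6% of the RPL5 MO sum, and ribosomal protein genes held 29.0% and 38.6%. Recovered fragments came to about 11055393 in Control and 10738071 in RPL5 MO. Half-widths of the intervals had a median of 50.0% of the FPKM in Control and 53.3% in RPL5 MO, so a change of 2-fold was often within the intervals.

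The targeted genes were examined first. The file listed rpl5a on chromosome 2 at 10478581 to 10494926 (Zv9). Its FPKM was 2071 in Control (interval 829.7 to 3312) and 436.7 in RPL5 MO (218.6 to 654.9), a log2 ratio of -2.24, and the intervals did not overlap. The second copy, rpl5b, on chromosome 6 at 28800409 to 28811186, had 1632 FPKM in Control (678.6 to 2586) and 2057 FPKM in RPL5 MO (830.3 to 3283). Its log2 ratio was 0.33, within overlapping intervals, and it became -0.017 when both libraries were rescaled to the same sum. It was 0.81 with the median gene centred on 0 and 0.78 with equal upper quartiles.

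The next question was how many genes differed. The log2 ratio of the 11331 genes had a median of -0.42 (95% interval from binomial order statistics -0.43 to -0.41), and 76.4% of genes were below 0. That interval treats genes as independent and holds no error of replicates or of scaling. The median was -0.66 with the libraries rescaled to the same sum and -0.019 with the median gene centred on 0. At least 2-fold, 368 genes were higher and 1182 were lower in RPL5 MO. The intervals of the libraries did not overlap for 140 of the higher genes and 381 of the lower genes. The direction that held more genes changed with the settings. With the median gene centred on 0, 881 genes were higher and 281 were lower, and at 4-fold without rescaling 61 were higher and 48 were lower.

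**Figure D1:**
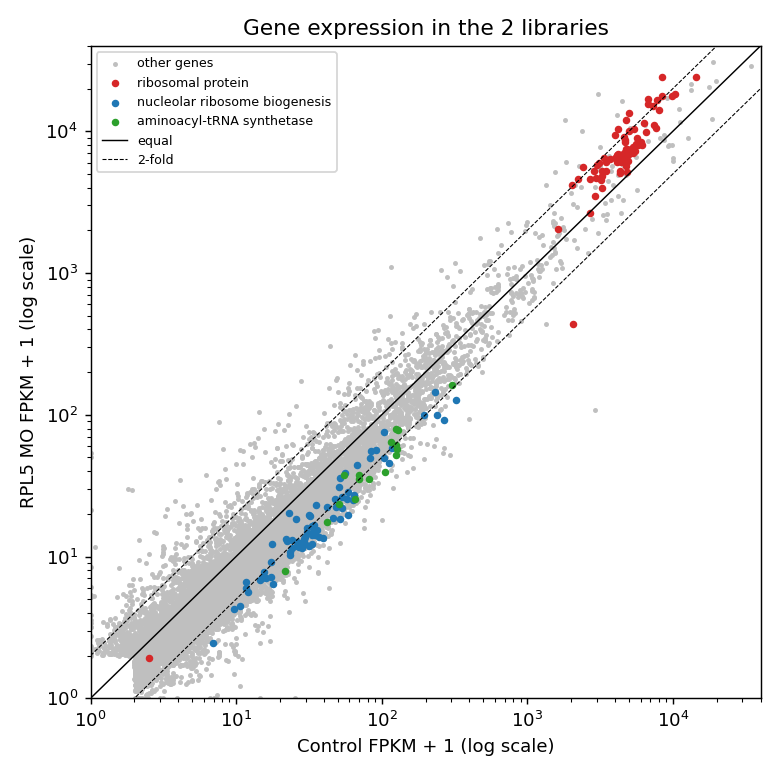
FPKM + 1 of each gene in Control (x axis) and RPL5 MO (y axis), both on log scales, with ribosomal protein, nucleolar ribosome biogenesis and aminoacyl-tRNA synthetase genes coloured, a solid line at equal values and dashed lines at 2-fold. Most ribosomal protein genes lie above the solid line and all 75 nucleolar genes lie below it (73 of 75 with the median gene centred on 0).

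Genes listed above 0 in a single library numbered 280 in RPL5 MO and 289 in Control. Their median value was 0.145 FPKM, below the floor of 3 fragments at a gene of median length, and 36 of the 569 had at least 1 FPKM. A listing at 0 can be a failed estimate, and for most of these genes a difference was not detectable at this depth.

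The 5 genes that the study examined by RT-PCR were all lower in RPL5 MO, with intervals that did not overlap. The paper reported a similar trend for them in replicated RT-PCR, whose values were not used here. On chromosome 18 at 14205671 to 14219378, cirh1a fell from 39.2 FPKM (22.5 to 55.9) to 12.3 FPKM (6.92 to 17.6), a log2 ratio of -1.60. The log2 ratio was -1.56 for nol6, -1.41 for tars, -1.38 for noc2l and -1.03 for abce1. With the median gene centred on 0, abce1 (-0.56), noc2l (-0.94) and tars (-0.94) were no longer past 2-fold. The beta-actin gene actb1 had a log2 ratio of 0.21, with overlapping intervals. All 12 network centres of the study, which include these 5 genes, were past 2-fold lower, with log2 ratios from -1.65 to -1.03, and none had overlapping intervals. With the median gene centred on 0, 7 of the 12 remained past 2-fold. The study chose those genes from these libraries, so the agreement of their RNA-seq values in direction is not independent.

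**Figure D2:**
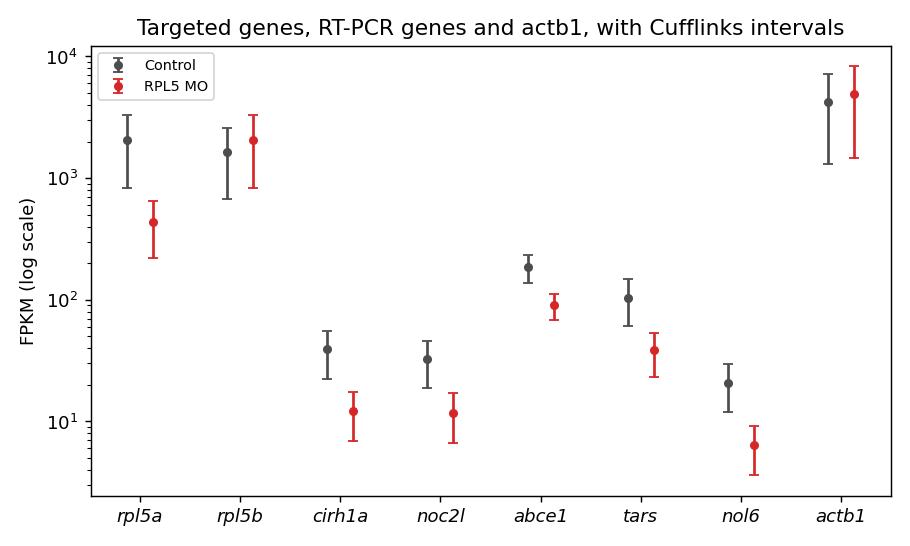
FPKM (y axis, log scale) of the 2 RPL5 genes, the 5 RT-PCR genes and actb1 in Control (grey) and RPL5 MO (red), with bars showing the deposited intervals. Intervals overlap for rpl5b and actb1 and not for the other 6 genes.

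Gene lists were compared next, to ask whether ribosome and other pathway genes moved apart from the rest. The 73 ribosomal protein genes had a median log2 ratio of 0.66, and 70 were above 0 (62 with the libraries rescaled to the same sum). Past 2-fold, 13 were higher and 1, rpl5a, was lower. The number higher was 2 (rpl30 and rpl35a) with the libraries rescaled to the same sum and 49 with the median gene centred on 0. The largest rise was that of rpl35a, from 8475 FPKM (3494 to 13457) to 24020 FPKM (8393 to 39646), a rise of 2.83-fold. The intervals overlapped for all ribosomal protein genes but rpl5a, but at this expression they were too wide to separate a rise of this size, so the overlap says little about these genes; those of cyt1 overlapped at a rise of 6.01-fold. The list was at percentile 100 among random lists, whose median was 0.26. Those lists matched it poorly, because few other genes were expressed as strongly: mean expression of the matched genes was lower by 0.97 on the log2 scale. In a comparison added after seeing the data, 14 other genes were as short and as strongly expressed, with a median log2 ratio of 0.66. The 58 ribosomal protein genes of that kind (median 0.68) were at percentile 54.4 of lists drawn from those 14 genes. At this expression limit the list was not set apart from them. Over limits from 8 to 12 on the log2 scale, the median of short other genes ran from 0.31 to 0.66. That of short ribosomal protein genes was 0.69.

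The 75 nucleolar ribosome biogenesis genes had a median log2 ratio of -1.11, all were below 0 (73 with the median gene centred on 0), and 48 were past 2-fold lower (8 with that centring). The 16 cytosolic aminoacyl-tRNA synthetase genes had a median of -1.08, with all 16 below 0 under each rescaling as well. The median was -0.81 for 37 DNA replication genes and -0.67 for 98 spliceosome genes. Each of these 4 lists was at percentile 0 among random lists, where the random medians were -0.45, -0.40, -0.45 and -0.37, and their mean expression was matched closely. Rescaling shifts a list and its random lists nearly alike, so it is no check on these percentiles. The study had named these 4 processes among its lowered genes in the same libraries, so the percentiles are not independent of that finding. The intervals of most single genes overlapped: 16 of the 75 nucleolar genes and 3 of the 16 synthetase genes had intervals that did not.

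The p53 target list (28 genes) had a median of -0.27, at percentile 95.01, and the erythroid list (41 genes) had a median of -0.31, at percentile 57.6. Neither was past the threshold, and both medians changed sign when the median gene was centred on 0 (0.18 and 0.14). The highest p53 target value belonged to a gene listed at 0 in Control, whose 49.6 FPKM in RPL5 MO rested on 1 fragment.

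**Figure D3:**
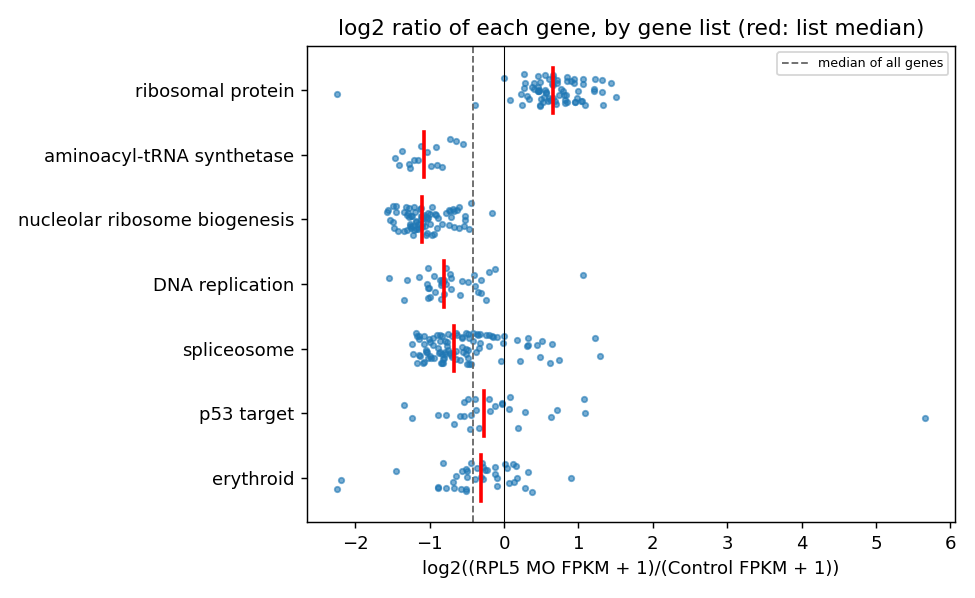
log2 ratio (x axis) of each gene in the 7 lists, with a red bar at each list's median and a dashed line at the median of all genes (-0.42). The medians of the nucleolar and synthetase lists (-1.11 and -1.08) lie to the left of the dashed line, and the p53 target and erythroid lists spread around it.

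Of the p53 pathway genes named by the study, ccnd1 (chromosome 7, 54577312 to 54584680) fell from 78.5 FPKM to 23.7 FPKM, a log2 ratio of -1.69 with intervals that did not overlap. Both gadd45aa (1.08) and gadd45bb (1.05) were higher, with overlapping intervals. Among blood genes, gata1a (-0.89), tal1 (-0.82) and cmyb (-0.81) were lower and spi1 (0.65) was higher, each with overlapping intervals. In the same order they were at -0.52, -0.43, -0.44 and 1.05 with the median gene centred on 0. With the libraries rescaled to the same sum they were at -1.10, -1.05, -1.01 and 0.36. The spi1 values rested on 21 fragments in Control and 37 in RPL5 MO. For runx1 the libraries held 4 fragments in Control and 7 in RPL5 MO. The RPL5 MO share of those 11 fragments was 63.6% (95% Clopper-Pearson interval 30.8% to 89.1%), so no difference was detectable at this depth.

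The 5 largest rises were those of lect2l (2.87), cyt1l (2.73), ptgs2b (2.60), foxq1a (2.60) and cyt1 (2.59). The largest falls included those of vgll4 (-4.76), crygmx (-2.87), vsx1 (-2.76) and tnni2b.2 (-2.52). On chromosome 11 at 759593 to 799041, vgll4 went from 2941 FPKM (1615 to 4266) to 107.4 FPKM (40.9 to 173.9). Of the genes named in this paragraph, the intervals overlapped for cyt1 alone.

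**Figure D4:**
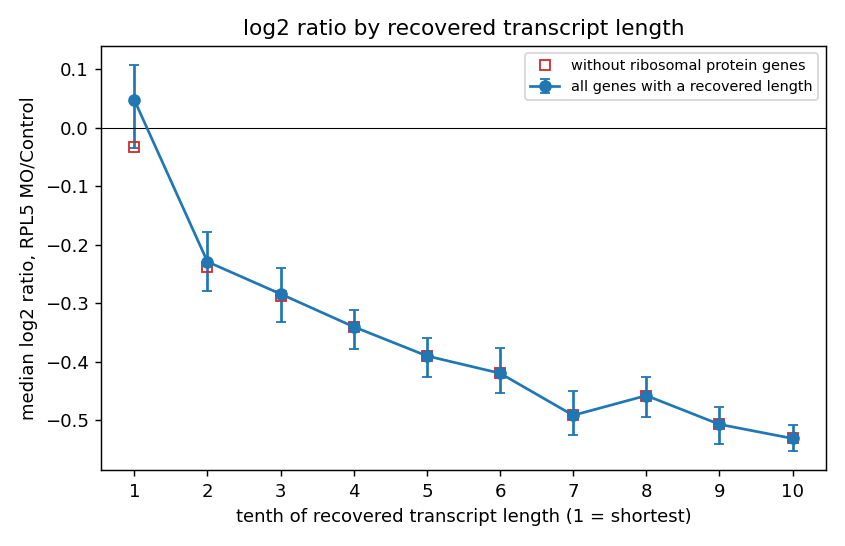
Median log2 ratio (y axis) of genes in 10 classes of recovered transcript length (x axis, 1 is the shortest), with bars for 95% intervals from binomial order statistics, and red squares without ribosomal protein genes. The median is 0.05 in the shortest class and -0.53 in the longest. The bars treat genes as independent and hold no replicate error.

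The log2 ratio also differed with transcript length. Its median was 0.05 in the shortest of 10 equal classes of the 9867 genes with a recovered length and -0.53 in the longest. Across genes, which are not independent replicates, the Spearman correlation of the log2 ratio with recovered length was -0.251.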

Values the study reported

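The study reported 363 up-regulated and 1606 down-regulated genes in RPL5 MO. It counted 280 genes seen only in RPL5 MO, 289 seen only in Control and 12916 seen in both. It reported 9 ribosomal protein genes as significantly changed in RPL5 MO.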

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

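With 1 library per group, leaving out a replicate was not possible. No paired analysis was possible because each group had 1 library. No symbol was listed more than once, so taking the highest value per symbol was not run. Of 106 recomputed values for the 14 main results, 79 kept their direction and their side of the threshold or, for counts and the all-gene median, stayed within the limit set for a change in size. Of the rest, 20 were counts or all-gene medians past that limit, 5 reversed, 1 became weaker and 1 became stronger. Except where stated, the cause of these changes was not tested. The limit was not the same for counts and medians. With genes of at least 10 FPKM, a lower count of 789 stayed within it, and an all-gene median of -0.46 did not. The 79 overstate stability. They include list percentiles under rescaling, and the counts of 368 and 1182 with no filter. Those counts could not change, since genes under 1 FPKM in both libraries cannot pass 2-fold with a pseudocount of 1.

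Rescaling changed several results. With the median gene centred on 0, 881 genes were higher and 281 lower, the all-gene median was -0.019, and the p53 target and erythroid medians reversed to 0.18 and 0.14. With equal upper quartiles the values were 837, 302, -0.045, 0.15 and 0.11. With equal sums, 177 genes were higher and 2685 lower, the all-gene median was -0.66, rpl5b reversed to -0.017 and actb1 to -0.14.

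With a pseudocount of 0.1, 1999 genes were lower and the all-gene median was -0.49. Without a pseudocount, an alternative added after seeing the data, 780 genes were higher and 2539 lower. With no filter the all-gene median was -0.29 and the p53 target list, with a median of -0.20, passed the threshold at percentile 98.0. With genes of at least 10 FPKM in at least one library the all-gene median was -0.46. At 4-fold, 61 genes were higher and 48 lower. With intervals that did not overlap, 140 were higher and 381 lower. At a limit of 1 FPKM, 714 genes were above it in Control only.

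The ribosomal protein list no longer passed the threshold against other genes as short and as strongly expressed (median 0.68, percentile 54.4), an alternative added after seeing the data. Matching on genomic span or recovered length left it past the threshold, but the matched genes were 14.9-fold and 9.47-fold lower in expression. Matching on recovered length was void for the synthetase (56.2% with a length), nucleolar (78.7%) and spliceosome (64.3%) lists, since fewer than 80% of their genes had one. The nucleolar, synthetase, DNA replication and spliceosome lists stayed past the threshold under the pseudocount, filter and genomic span alternatives. They did so under rescaling too, which shifts a list and its random lists nearly alike and so shows no stability.

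Of 232 values recomputed for single named genes, 181 kept their direction and their side of 2-fold, 40 became weaker, 10 became stronger and 1, actb1, reversed. Subtracting the running median over recovered length, and adding back the median of all genes, gave 277 higher and 1343 lower genes. Among the 9867 genes with a length alone, it took the higher count from 272 to 181 and the lower count from 944 to 1105. Since the overall median was added back, an excess of lower genes was kept by construction.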

Other observations

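The tests on low depth, genomic span, library scaling and the first test on oxidative phosphorylation genes were set before their results were seen. The other tests here were chosen only after the patterns were seen, on the same data, so what they point to is hypothesis.

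More genes were lower than higher past 2-fold. If scaling were the source, centring the median gene should bring the counts within 1.5 times of each other. It overshot: the lower count became 0.319 of the higher count, an outcome foreseen by neither reading. Centring also acts on the asymmetry directly. The excess of lower genes cannot be told apart from an effect of scaling, which may come from strongly expressed genes taking a larger part of RPL5 MO. The 100 highest genes held 55.2% of the Control sum and 64.6% of the RPL5 MO sum. For the 10 highest these shares were 14.2% and 14.6%, so the gain was not in a few genes.

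The ribosomal protein genes were higher than most genes, and the tests gave mixed answers on whether this belongs to them as a class. Short mRNAs of 67 oxidative phosphorylation genes rose by 0.192 of the ribosomal protein median, under the 0.5 set beforehand. Counted from the all-gene median, which was thought of afterwards, the ratio was 0.504, so the answer turns on where 0 is placed. The list stood at percentile 100 against lists matched on genomic span and 99.99 against lists matched on recovered length, but neither test can decide, because the matched genes were expressed far lower. Subtracting the running median over recovered length, with the all-gene median added back, took the ribosomal protein median from 0.66 to 0.18. That was still above the all-gene median of -0.42. This adjustment took no account of expression, so it cannot decide either. Against other genes both as short and as strongly expressed the percentile was 54.4. That comparison rests on 14 genes, after 6 clone-named genes with ribosomal protein symbols were left out, and it varies with the limit: the median of short other genes was 0.33 above a log2 expression of 8, 0.31 above 9, 0.55 above 10, 0.66 above 11 and 0.41 above 12, against 0.69 for short ribosomal protein genes. A candidate explanation is a gain of short, abundant transcripts in the RPL5 MO library. A change of the ribosomal protein class itself cannot be told apart from it. RNA integrity and library preparation were not tested here.

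Short transcripts had higher log2 ratios than long ones, by 0.58 between the shortest and the longest of 10 length classes. Counted in inferred fragments, and without the pseudocount, the gap was 0.694, so its size cannot be set against 0.58. The worth of 1 fragment in RPL5 MO over Control rose by at most 0.092 on the log2 scale above its value at the longest transcripts. That is smaller than the gap, so the effective-length correction alone was not its source. Without ribosomal protein genes the gap with the pseudocount was 0.498, so those genes alone did not make it. Within 5 classes of mean expression the gap ran from 0.175 in the lowest class to 0.84 in the highest, so its size depended on expression. The lowest class met the criterion for expression level, a gap under 50% of the overall one, and still did so without the pseudocount, at 0.238. Yet the gap stayed above 0 in all 5 classes and exceeded the overall gap in the 2 highest, so expression level alone was not enough to explain it. A difference between the libraries in RNA integrity or preparation was not tested here, and a biological explanation cannot be told apart from it. The paper reports a gel check of RNA integrity and a check of library sizes, but its text gives no values for either library.

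Genes listed above 0 in a single library were mostly thin. Intervals as wide as those of 3 or fewer fragments were held by 78.0% of them, slightly under the 80% set beforehand, so low depth at the gene was not enough to account for all of them by that measure. The highest of them reached 52.7 FPKM in RPL5 MO and 24.3 FPKM in Control.

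The gamma-M2 crystallin genes, lens genes in near-identical copies, were higher: 11 of 14 rose past 2-fold (10 with equal sums), and all 14 shared a locus with other listed genes. If fragments had only moved between copies, their sum would have stayed. The log2 ratio of the summed FPKM was 1.42, and 1.90, 1.87 and 1.07 under median centring, equal upper quartiles and equal sums. Sharing between these copies was thus not enough to explain the rise. Transcript length was not tested for this family itself. In the shortest of 10 length classes the median log2 ratio was 0.05, and 95 of 987 genes rose past 2-fold. The 14 other genes both short and strongly expressed had a median of 0.66 and an upper quartile of 0.87. These values argue against length alone as the source of the whole rise, though near-identical copies are not independent. A part due to length cannot be told apart from a biological explanation.

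The study named ptgs2a among genes lowered in RPL5 MO. In these libraries ptgs2a, on chromosome 2 at 20712497 to 20719864, rose from 10.9 FPKM to 26.2 FPKM, a log2 ratio of 1.19, with overlapping intervals. The ratio of ptgs2a was 0.84 with equal sums, no longer past 2-fold, and 1.65 with the median gene centred on 0. The other genes named with it were lower past 2-fold: dkc1 (-1.54), hspa9 (-1.51), wdr43 (-1.43), cxxc1 (-1.08), osr1 (-1.07) and rpl22l1 (-1.03). Intervals overlapped for hspa9, cxxc1, osr1 and rpl22l1, and did not for dkc1 and wdr43. With the median gene centred on 0, dkc1 (-1.07) and hspa9 (-1.04) stayed past 2-fold and the other 4 did not. The study picked them from these libraries, so their agreement in direction is not independent.

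Past 2-fold, 14 ribosomal protein genes changed here. That is higher than the value quoted from the study above. The criteria differed, since the study also required a p-value, so the counts are not like for like. The number here also turned on scaling. With equal sums 2 were higher and 1 was lower. With the median gene centred on 0, 49 were higher and 1 was lower.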
